A study of Mus musculus with 36 samples.

How the data were processed

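RNA was sequenced from the livers of C57BL/6JN mice, a common inbred laboratory strain, at 6 time points of regeneration. Young mice (4 months) were compared with old mice (18 months). The time points were labelled before, 48, 72, 96, 120 and 240. The labels give no unit for these numbers and no description of how regeneration was induced, so the time points are named here by their labels. Each of the 12 groups of age and time point held 3 libraries, which gave 36 libraries in total. Old mice were named by the submitters as the treated group, and young mice therefore served as the reference.

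Per the labels' protocols, RNA came from frozen tissue, was treated with DNase to remove genomic DNA, and was depleted of ribosomal RNA before library construction from total RNA. Such libraries hold unspliced and non-polyadenylated RNA as well as mature messages. The labels also describe ERCC spike-in RNA, with mix 1 in young and mix 2 in old samples. The tables used here held 0 ERCC rows, so no spike-in scaling was made, and changes in the total amount of RNA per cell cannot be seen in the values. The deposited values were whole-number counts per gene symbol, not normalized, with 1 table per library. The aligner, the counting tool, the genome build, the annotation and the use of strand were not stated in the labels or the file headers. No coordinates are given for that reason, and values of multigene families, overlapping genes and antisense genes are uncertain. Each table listed 21955 symbols. Of these, 27 rows had symbols that read as dates, as happens when a spreadsheet rewrites a gene name, and 2 such symbols occurred more than once. The number of symbols with a count of 0 in all libraries was 0. How the listed genes were chosen was not stated.

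Counts were tested with edgeR 4.0.16 in R 4.3.3. Scaling factors came from the TMM method, which ranged from 0.930 to 1.133, and genes were filtered with filterByExpr on the 12 groups, which left 13436 genes. All 36 libraries entered a single quasi-likelihood fit with 1 mean per group, so that all groups shared an estimate of the spread. The common biological coefficient of variation was 24.7%. Quasi-likelihood F tests were made for old against young at each time point and averaged over the 6 time points, for each later time point against before within each age, and for the age by time interaction as a single test with 5 contrasts. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. The test was tried on simulated counts drawn with each gene's mean over all libraries and the totals of the real libraries. Of 200 changed genes it called 74%, with 91% of the 100 genes changed 4-fold and 57% of the 100 changed 2-fold. Of 151 calls, 1.99% were false, and a contrast without change gave 0 calls among 13256 genes. The interaction test called 47.5% of 200 changed genes. The simulation gave all groups the same spread per gene, and the changes were placed in old mice at 48. The real libraries of that group spread more, with a biological coefficient of variation of 40.7%. The share of false calls therefore does not carry over to comparisons with that group. Changed genes were drawn only from those above a minimum mean count, so the shares called do not cover genes of low count.

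Gene set scores were the mean of log2(CPM + 1) over the genes of a set, where CPM is the usual depth-scaled count, here with TMM-scaled totals, and 1 is the pseudocount. The proliferation set held 58 genes, of which 28 act in DNA replication and 30 in mitosis. The other sets described hepatocyte function (29 of 30 listed genes used), T and B cells (18 of 20), macrophages and monocytes (20), extracellular matrix (22), interferon response (22) and endothelium (18). Age differences in a score were tested two-sided by permuting the age labels within each time point, with all 3200000 assignments for the proliferation score and 100000 resamples for the comparison of sets. The score at the 15 later libraries of an age was compared with the 3 libraries before over all 816 assignments.

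The groups, designs, gene sets, most alternatives and the rule for naming genes were fixed before the data were examined. That rule took, for several comparisons, the 2 rising and 2 falling genes with the largest change among those called, with a mean CPM of at least 1 and values that did not overlap between the groups (for the average of time points, the same sign at all 6). It left out predicted genes and pseudogenes by the form of their symbol. For the interaction it took the 4 genes with the smallest p. A list of 10 further genes was reported whatever their result: Mki67, Top2a, Ccnb1, Cdk1, Mcm2, Cdkn1a, Cdkn2a, Ezh2, Alb and Afp. Cdkn2a did not pass the filter on low counts, so 9 of them were tested.

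Replicate numbers 1 to 3 in the sample titles recur in every group. The titles do not say that equal numbers mark the same animal or batch, so the design carried no block, and fits with the number as a block were alternatives. Whether equal numbers went together was checked by the correlation of same-numbered libraries' deviations from their group means. Other alternatives were median-of-ratios and total-count scaling, other filters, counts thinned to the smallest total, DESeq2 1.42.0, fits of only the groups compared, and leaving out each library in turn. After the data had been seen, a covariate for libraries with Y-linked transcripts, scores and their tests within the libraries with and without these transcripts, and a test of how the proliferation difference changed over time were added. Scores and permutations were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

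Total counts per library ranged from 2328233 to 6034446, with a median of 4439170. The smallest level a library can show, taken as 3 counts, was 0.50 to 1.29 CPM. Such floors cover counting error only, because reads without molecular identifiers are not independent molecules. Replicates were compared for repeated deposits with a chi-square test of counts over genes. The lowest value per degree of freedom was 5.09, well above sampling noise, so all libraries were counted as separate samples.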

Results

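The series measured total RNA in regenerating mouse liver to ask how the response differs between young and old animals. Libraries came from 4-month and 18-month mice at 6 time points, with n = 3 for each of the 12 groups. The median total count was 4359436 in young and 4514482 in old libraries, so depth was similar between the ages. The 10 most abundant genes took between 11.2% and 14.6% of the counts of a library (median 12.8%), and a median of 16078 genes were detected. Spread within groups was uneven. The biological coefficient of variation was 40.7% in old mice at 48, against 19.4% to 27.2% in the other groups, and comparisons with that group rest on less precise means.

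Time point was the largest source of variation. The first principal component held 28.5% of the variance, and time point explained 80.2% of it. A further split was not in the labels. In 12 libraries, 1 in every group, the 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together reached 177 to 321 CPM, while the other 24 libraries had at most 0.212 CPM. Xist was at most 3.12 CPM in the former and 2570 to 4214 CPM in the latter. The split explained 29.4% of the second component (12.5% of the variance) and 61.3% of the third (12.2%). Because each group held 1 such library, the split was balanced over the comparisons. Without that library the biological coefficient of variation was lower in each group except old mice at 48, where it was 46.9%. Scores are given below within each part as well.

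**Figure D1:**
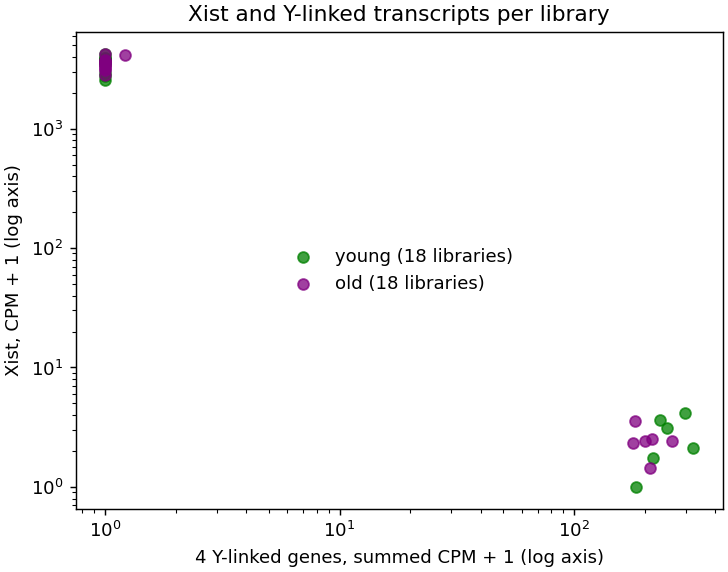
Xist against the sum of 4 Y-linked genes in each of the 36 libraries, in CPM plus 1 on log axes, coloured by age. The 12 libraries with Y-linked transcripts had Xist of at most 3.12 CPM, and no library lay between the clusters.

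Within young mice, each later time point was compared with before. At 48, 2949 genes were called by edgeR's quasi-likelihood test, 1634 higher and 1315 lower. The numbers were 2340 at 72 (1237 higher, 1103 lower), 188 at 96 (89 and 99), 78 at 120 (29 and 49) and 33 at 240 (7 and 26). Same-numbered libraries before and later deviated together slightly, with a mean correlation of 0.102. With the number as a replicate block nested in age, the counts were 3109, 2435, 215, 79 and 33. The balance of higher and lower calls depended on scaling. With total-count scaling, 2055 genes were higher and 883 lower at 48, 2096 and 537 at 72, 145 and 65 at 96, and 45 and 41 at 120. That scaling put the median log2 fold change of all genes at 0.095, 0.211, 0.127 and 0.103, so the directions above are relative to the bulk of genes. A fit of only the groups compared called 594 genes at 96 and 284 at 120, and with 1 library left out the count at 240 fell to as few as 8.

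In old mice, 3243 genes were called at 48 (1626 higher, 1617 lower), 1660 at 72 (879 and 781), 917 at 96 (505 and 412), 520 at 120 (248 and 272) and 21 at 240 (2 and 19). With the replicate block nested in age (mean correlation of same-numbered libraries 0.102 over both ages), the counts were 3411, 1851, 1027, 607 and 13. Total-count scaling gave 1279 higher and 489 lower at 72, 657 and 279 at 96, 287 and 182 at 120, and 2 and 7 at 240, and put the median change at 72 at 0.111. The count at 48 moved most under a fit of only the groups compared, which called 221 genes.

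**Figure D2:**
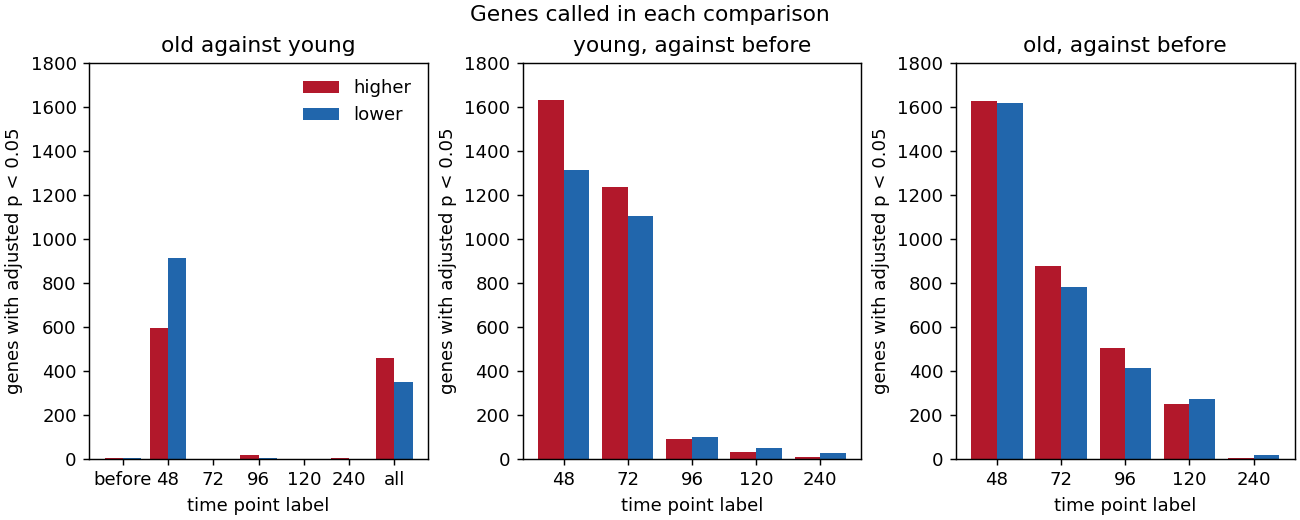
Number of genes with an adjusted p under 0.05 (y axis) by time point label (x axis) for old against young, for young against before and for old against before, with bars for higher and lower genes from the fit of all 36 libraries. Calls against before numbered 2949 in young and 3243 in old at 48 and fell to 33 and 21 at 240, while calls between the ages were concentrated at 48 with 1505.

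The genes with the largest changes at 48 in young mice included Ube2c, which rose from 0.314 ± 0.149 CPM to 63.8 ± 32.6 CPM (SD, n = 3). Its level before was under the floor, so it was at least 92.1-fold higher (adjusted p 1.73e-05). Hmmr rose by 7.14 ± 1.07 on the log2 scale (SE; adjusted p 2.70e-05). Rgs16 fell to the floor from 708 ± 196 CPM, at least 927-fold lower (adjusted p 7.41e-05). Fosb was at least 33.3-fold lower on the group means (adjusted p 8.12e-06). The young libraries before held 42.5 and 31.0 CPM of it, and 2.71 CPM in the one with Y-linked transcripts. In old mice at 48, Ly6d rose from 3.67 ± 2.24 CPM to 240.5 ± 163.9 CPM, a log2 fold change of 6.03 ± 0.88 (SE; adjusted p 5.67e-05). Igdcc4, at 0.619 ± 0.720 CPM before, changed by 5.81 ± 1.09 (adjusted p 0.000513) and Thrsp by -6.72 ± 0.81 (adjusted p 5.20e-06). Hamp2, which has a close paralog so that its counts are uncertain, was at least 92.8-fold lower on the group means (adjusted p 0.00379). Before, 2 old libraries held 76.4 and 96.7 CPM of it and the one with Y-linked transcripts 1.17 CPM.

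At 240, few genes still differed from before. Ttc39aos1 was higher in young mice (2.91 ± 0.61, adjusted p 0.0256) and in old mice (4.04 ± 0.71, adjusted p 0.00773), where its level before was 0.313 ± 0.542 CPM. In young mice Reep1 was higher (1.62 ± 0.35, adjusted p 0.0361), and Fosb (-5.81 ± 0.92, adjusted p 0.00129) and Atf3 (-4.99 ± 1.01, adjusted p 0.0256) were lower. In old mice Rbm3 was higher (1.35 ± 0.22, adjusted p 0.00542) and Ppp1r3g lower (-6.11 ± 0.81, adjusted p 0.000695), and Cacna2d4 was at least 6.94-fold lower (adjusted p 0.0374). Among alternatives, Reep1 was no longer called in 10 of 16, Cacna2d4 in 10 of 16, Atf3 in 7 of 16, and Ttc39aos1 in 6 of 16 for young and 4 of 16 for old.

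The responses of the ages overlapped. At 48, 1280 genes were called in both, 1270 of them in the same direction. The overlaps were 1100 at 72, 81 at 96 (80 in the same direction), 35 at 120 and 12 at 240. Across the 13436 tested genes, which are not independent replicates, the log2 fold changes of young and old had a Pearson correlation of 0.602 at 48 and 0.748 at 72. The young response at 48 had a higher correlation with the old response at 72 (0.795) than with that at 48.

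**Figure D3:**
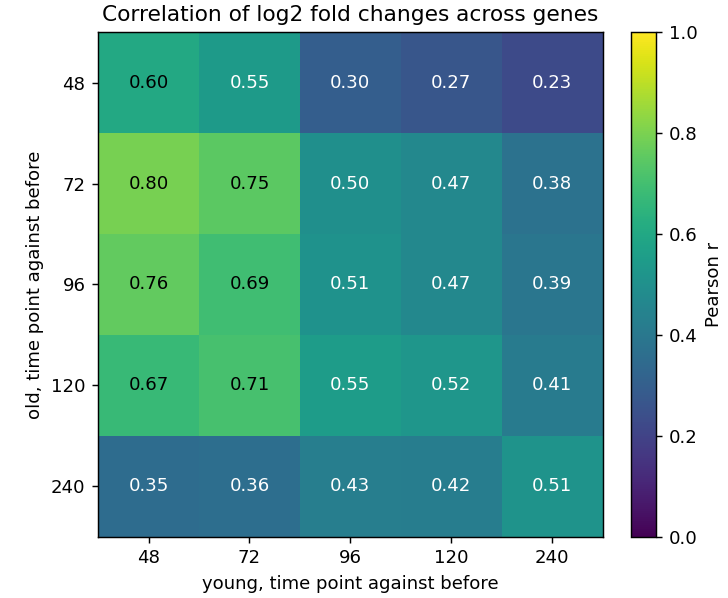
Pearson correlation across 13436 genes between log2 fold changes against before in young (columns, time point label) and in old mice (rows, time point label). The young response at 48 had correlations of 0.602 with the old response at 48, 0.795 at 72 and 0.759 at 96.

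Old and young mice were then compared at each time point. Before, 8 genes were called (5 higher and 3 lower in old). At 48, 1505 genes were called (594 higher, 911 lower). The count at 48 differed between fits: in a fit of the 6 libraries of these groups alone, 1 gene was called, with 1885 genes at an unadjusted p under 0.05. At 72 the count was 0, with 653 genes at an unadjusted p under 0.05, no more than chance would give among the 13436 tested. At 120 the count was also 0, with 1321 genes at an unadjusted p under 0.05. At 96, 23 genes were called (18 higher, 5 lower) and at 240, 2 genes, both higher. Averaged over the 6 time points, 804 genes were called (456 higher, 348 lower), of which 480 had the same sign at all 6 time points and 277 were also called at 48. Of the 911 genes lower in old at 48, 598 had risen in young at that time and 27 had fallen. Of the 594 higher in old, 113 had fallen in young and 20 had risen. Both contrasts use the young libraries at 48, so noise in these libraries alone would favour such agreement.

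Before regeneration, Cdh19 was at the floor in young mice and at 6.64 ± 4.83 CPM in old mice (SD, n = 3), at least 9.59-fold higher (adjusted p 0.00351). Dmrta1 was higher in old by 3.45 ± 0.64 on the log2 scale (SE; adjusted p 0.0149), a call lost in 5 of 15 alternatives. Adgrf1 (-3.62 ± 0.56, adjusted p 0.00351) and Ablim3 (-1.24 ± 0.20, adjusted p 0.00370) were lower. The 2 genes called at 240 were Cdh19, at least 18.8-fold higher in old (adjusted p 0.000146), and Dmrta1, at least 11.5-fold higher (adjusted p 0.0109), a call lost in 4 of 15 alternatives.

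At 48, Olfr701, a member of a large gene family whose counts are uncertain, was at least 8.64-fold higher in old on the group means (adjusted p 0.00198). Of the 3 old libraries, 1 held only 0.614 CPM, at or under the floor of 3 counts. Cidea was at least 21.7-fold higher (adjusted p 0.0414), but a single old library, the one with Y-linked transcripts, held 48.0 CPM of it, and the call was lost in 7 of 14 alternatives. Inmt (-4.53 ± 0.97, adjusted p 0.00311) and Pif1 (-4.11 ± 0.79, adjusted p 0.00133) were lower. For Inmt the ages were only just apart. The young library with Y-linked transcripts held 34.25 CPM and 1 old library 34.16 CPM. The remaining young libraries held 348.1 and 455.3 CPM, and the remaining old libraries 0.6668 and 1.215 CPM. Over all time points, Olfr697 (5.19 ± 0.72, adjusted p 0.000138) was higher, with the same uncertainty and with young group means of at most 0.381 CPM. Sult2a3 was under the floor in all young libraries and at least 14.1-fold higher in old on the means (adjusted p 0.00759). It ranged from 0.235 to 57.7 CPM among the old libraries before and was lowest where Y-linked transcripts were present. Its old means were 38.2 CPM before, 0.545 at 48, 3.59 at 72, 8.48 at 96, 1.04 at 120 and 18.2 at 240. The fold therefore rests mainly on before and 240. Its call was lost in 3 of 44 alternatives. Adgrf1 (-2.77 ± 0.25, adjusted p 2.76e-08) and Clec2h (-2.77 ± 0.54, adjusted p 0.00230) were lower.

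Of the 9 tested genes fixed in advance, 5 were called between the ages at 48 when adjusted over all genes and 8 when adjusted over the list. Those called over all genes were lower in old: Ccnb1 (-4.08 ± 0.77, adjusted p 0.00124), Cdk1 (-2.98 ± 0.64, adjusted p 0.00287), Mki67 (-3.23 ± 0.81, adjusted p 0.00941), Top2a (-2.97 ± 0.75, adjusted p 0.0103) and Ezh2 (-1.61 ± 0.33, adjusted p 0.00163). Mki67 was at 2288 ± 778 CPM in young and 243 ± 284 CPM in old mice (SD, n = 3). All 5 calls were absent from the fit of the 6 libraries alone. Mcm2 (-1.12 ± 0.47, adjusted p 0.132), Alb (-0.52 ± 0.22, adjusted p 0.139), Afp (1.28 ± 0.50, adjusted p 0.0972) and Cdkn1a (0.78 ± 0.60, adjusted p 0.459) were not called over all genes. Averaged over the time points, 2 genes were called over all genes and 3 over the list: Afp (0.97 ± 0.20, adjusted p 0.00348) and Cdkn1a (1.02 ± 0.29, adjusted p 0.0323) were higher in old, the latter lost in 12 of 44 alternatives. Over all genes and over the list, the counts were 0 and 1 at 72, 0 and 3 at 96 and 0 and 1 at 120. Against before, they were 7 and 7 in young at 48 and at 72 and 0 and 3 at 96. In old they were 4 and 5 at 48, 7 and 7 at 72 and at 96, and 2 and 6 at 120.

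The age by time interaction tested directly whether the change from before differed between the ages. It called 371 genes, against 733 with DESeq2 and 144 without young 48 replicate 1. At 48, 313 of the 371 were lower in old (median log2 difference -1.61). At 96, 309 were higher (0.72) and at 120, 305 were higher (0.45). The genes with the smallest p were Rrm1 and Mastl (each adjusted p 0.00129), Atrn and Ndc1 (each adjusted p 0.00200). Rrm1 was at 83.8 ± 15.9 CPM in young and 20.3 ± 4.65 CPM in old mice at 48 (SD, n = 3). Mastl and Ndc1 were also lower in old at 48, while Atrn was higher. Atrn ranged from 276.9 to 442.4 CPM in old and from 151.8 to 187.5 CPM in young libraries at 48. Before, its old libraries were lower, with 164.1 to 181 CPM against 267.3 to 283.5 CPM in young. Of the fixed list, 2 genes were called over all genes and 6 over the list. Those called over all genes were Ccnb1 (adjusted p 0.00498) and Cdk1 (adjusted p 0.0308, lost in 8 of 44 alternatives). Mki67 (adjusted p 0.0668) and Top2a (adjusted p 0.0814) were not.

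The proliferation score rose in both ages. In young mice it was 2.06 ± 0.19 before (SD, n = 3), 5.64 ± 0.40 at 48, 4.44 ± 0.70 at 72, 3.08 ± 0.37 at 96, 2.84 ± 0.28 at 120 and 2.39 ± 0.36 at 240. In old mice it was 2.17 ± 0.47, 3.04 ± 1.14, 4.59 ± 0.22, 4.31 ± 0.72, 3.74 ± 0.39 and 2.61 ± 0.55. The later libraries exceeded those before by 1.62 in young (exact permutation p 0.0355) and by 1.49 in old (exact permutation p 0.0184). Within the libraries with Y-linked transcripts the rise was 1.78 in young and 1.24 in old (exact permutation p 0.333 each, with a single library before). Within the others it was 1.54 in young (exact permutation p 0.106) and 1.61 in old (exact permutation p 0.0455). Old minus young was 0.11 before, -2.61 at 48, 0.15 at 72, 1.23 at 96, 0.91 at 120 and 0.22 at 240. With 3 against 3 libraries the smallest exact two-sided p is 0.1, which was reached at 48, 96 and 120. Averaged over the 5 later time points, the difference was -0.02 (exact permutation p 0.951), because opposite differences cancelled. It was 0.25 (exact permutation p 0.75) within the libraries with Y-linked transcripts and -0.16 (exact permutation p 0.751) within the others.

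**Figure D4:**
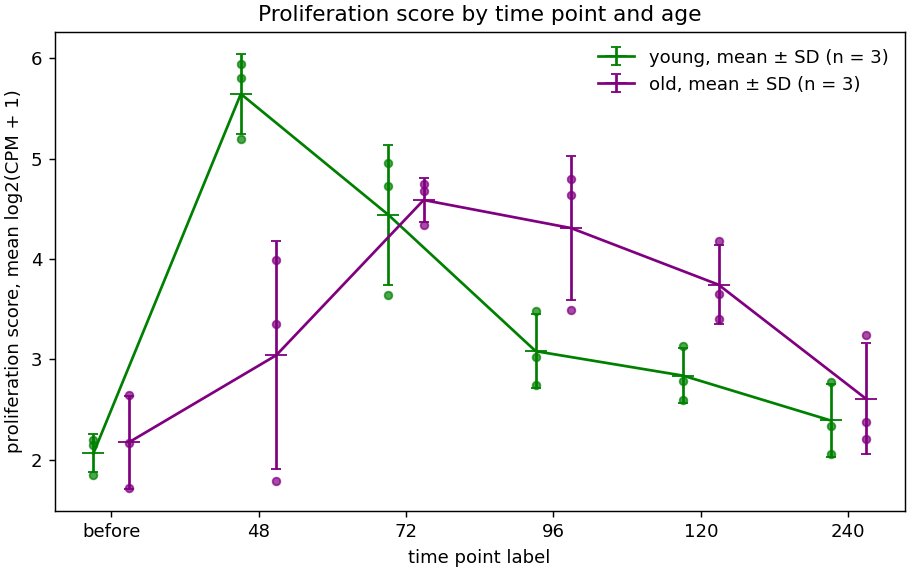
Proliferation score (mean log2(CPM + 1) over 58 genes) by time point label for young and old mice, with each library as a point and the mean ± SD of n = 3 as bars. Young mice were highest at 48 (5.64) and old mice at 72 (4.59), and the 3 old libraries at 48 spread from 1.78 to 3.99.

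Of the 7 gene sets compared between the ages over all 6 time points, 2 passed an adjusted p of 0.05. The hepatocyte function score was lower in old by a difference of -0.22 (permutation p 0.00353, adjusted p 0.0247), at 6 of 6 time points and in 14 of 18 same-numbered pairs. The endothelium score differed by -0.12 (permutation p 0.0129, adjusted p 0.0452), at 5 of 6 time points and in 13 of 18 pairs. The hepatocyte call was lost in 8 and the endothelium call in 28 alternatives, counting 36 fits with 1 library left out and 5 others. Among these, the replicate number as a block removed both calls (adjusted permutation p 0.0565 each). Within the libraries with Y-linked transcripts, the smallest p the design allows is 0.0312, which for a single set adjusts to 0.219, so a set could hardly pass there. The hepatocyte difference was -0.27 (permutation, adjusted p 0.220) with these transcripts and -0.19 (permutation, adjusted p 0.182) without, and the endothelium difference was -0.09 (permutation, adjusted p 0.582) and -0.14 (permutation, adjusted p 0.052). The other sets did not pass: extracellular matrix -0.29 (permutation, adjusted p 0.125), T and B cells 0.12 (permutation, adjusted p 0.226), macrophages and monocytes 0.10 (permutation, adjusted p 0.486), interferon response 0.07 (permutation, adjusted p 0.851) and proliferation 0.00025 (permutation, adjusted p 0.999). The interferon response difference was 0.99 (permutation, adjusted p 0.220) in libraries with Y-linked transcripts and -0.39 (permutation, adjusted p 0.052) in the others, so the pooled value averaged differences of opposite sign. Whether the parts differ was not tested. In the same order the differences were 0.41 and -0.053 for macrophages and monocytes, 0.34 and -0.17 for proliferation, 0.29 and 0.031 for T and B cells, and -0.22 and -0.32 for extracellular matrix, with adjusted permutation p from 0.182 to 0.751.

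The 8 genes called between the ages before regeneration were followed at the other time points. The later libraries were not in the contrast that chose the genes, but shared the filter, the scaling and the estimate of spread with it. Taken in the direction seen before, old and young differed by a mean log2 value of 1.16 over the 5 later time points (exact permutation p 6.25e-07, the smallest this design can give). The difference was 2.06 before, 1.05 at 48, 1.01 at 72, 1.03 at 96, 1.03 at 120 and 1.67 at 240. Over the later time points it was 1.17 (exact permutation p 0.0625, the smallest possible) in libraries with Y-linked transcripts and 1.15 (exact permutation p 0.000257) in the others. Adgrf1, Atp11a, Cd207, Cdh19, Dmrta1 and Ehbp1l1 kept their direction at 5 of 5 later time points, Rapgef4 at 3 and Ablim3 at 1. With genes chosen by a fit of the 6 libraries before alone, the mean difference was 0.69 (exact permutation p 6.25e-07). The smallest mean difference among alternatives was 0.37, with the 200 genes of smallest p before.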

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

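For the interaction, its test, the counts of splits, thinned counts, total-count scaling and leaving out each library were planned; all other tests in this part, and all of those on the change of the proliferation score, were chosen only after the result was seen.

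The age by time interaction drew attention because the change from before differed between young and old mice, with 371 genes called. Of 100 splits of the libraries that exchanged age labels within time points and parted as many same-numbered pairs, the real one included, 2 gave as many genes, and the other such split gave 602. Counts thinned to the smallest total gave 287 genes, total-count scaling 309 and a covariate for Y-linked transcripts 467. Leaving out old before replicate 1, which had few genes at 0, gave 414. Across genes, the interaction contrast at 48 had a correlation of 0.057 with GC content and 0.037 with log2 exon length, and the 10 top genes held at most 14.6% of a library. Single libraries at 48 mattered more. The count was 218 without old 48 replicate 2. Without young 48 replicate 1 it was 144, the lowest with 1 library left out and less than 50% of the full count. The highest count with 1 library left out was 619. The size of the count therefore cannot be told apart from the influence of single libraries such as young 48 replicate 1. A candidate explanation for the genes themselves is a shift in the timing of cell division, since 33 of the 58 proliferation genes were among them, but this overlap was noticed in the same data.

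The proliferation score drew attention because its age difference changed over the 5 later time points. The standard deviation of those 5 differences was 1.51 (permutation p 0.00038), with old libraries lower at 48 and higher at 96 and 120. Thinned counts gave 1.56 (permutation p 0.00062) and total-count scaling 1.53. The libraries without Y-linked transcripts gave 1.61 (permutation p 0.00632). Those with them gave 1.56 (permutation p 0.314), but with 1 library per group no p under 0.0625 is possible. Without old 48 replicate 2, whose score was the lowest at that time point, the spread was 1.25 (permutation p 0.00076). Depth, scaling and that library did not account for the pattern in these tests. GC content and gene length were not tested on the score. A hypothesis is that proliferation may start later and last longer in old liver, which fits a mean score that was highest at 72 in old and at 48 in young. In old mice the replication genes alone were highest at 96 (4.03 ± 0.24, against 3.92 ± 0.29 at 72, SD), a difference within the spread. The full score (4.59 ± 0.22 at 72, 4.31 ± 0.72 at 96) and the mitosis genes (5.21 ± 0.58, 4.57 ± 1.18) were highest at 72, also within the spread. No test compared 72 with 96, so the peak in old mice cannot be placed at 72 rather than 96. The hypothesis was formed and tested on the same data. Time points between before and 48 were not analysed here, so an earlier peak could not be seen.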

How the results depend on the processing

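The covariate for Y-linked transcripts, the scores within that split and the test of how the proliferation difference changed over time were chosen after seeing the data. Scaling by ERCC spike-ins was not run, since the tables used here held 0 such rows. Counts are of genes called, and where a count changed by more than 1.5 times the cause was not tested.

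The 804 genes called over all time points stayed within 1.5 times under 44 of 44 alternatives (595 to 1035). For old against young before (8), thinned counts gave 13, the Y-linked covariate 31, a fit of the 2 groups 16 and DESeq2 28. At 48 (1505), the fit of the 2 groups gave 1. At 72 (0, with 653 at an unadjusted p under 0.05, no more than chance would give), the covariate gave 9 and DESeq2 16. At 96 (23), no filter gave 14, a mean CPM of at least 1 gave 36, the covariate 122, the 2 groups 108 and DESeq2 230. At 120 (0, with 1321 at an unadjusted p under 0.05), the covariate gave 10, the 2 groups 29 and DESeq2 39. At 240 (2), the covariate gave 8 and DESeq2 10.

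Same-numbered old and young libraries deviated together with a mean correlation of 0.062, which gives no sign of pairing. With the replicate number as a block, old against young gave 8, 1570, 3, 95, 1 and 2 genes from before to 240, 892 over all time points and 392 for the interaction. The mean proliferation difference had an exact permutation p of 0.958 under this block, and the hepatocyte difference of -0.22 and the endothelium difference of -0.12 each had an adjusted permutation p of 0.0565. The baseline genes had an exact permutation p of 6.10e-05. After the Y-linked split was removed, the correlation was -0.033 between the ages and 0.015 between before and later.

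Against before in young, the fit of the 2 groups gave 594 at 96 and 284 at 120, and DESeq2 394 and 186. In old, the fit of the 2 groups gave 221 at 48, 1021 at 72, 410 at 96, 202 at 120 and 0 at 240. No filter gave 343 at 120, and DESeq2 809. At 240 (21), total-count scaling gave 9, no filter 12, the replicate block nested in age 13, the covariate 32 and DESeq2 54. The interaction (371) gave 733 with DESeq2.

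Leaving out 1 library at a time gave 3 to 15 genes before, 685 to 2194 at 48, 0 to 22 at 72, 0 to 107 at 96, 0 to 20 at 120, 1 to 2 at 240 and 614 to 1021 over all time points. In young it gave 1817 to 2859 at 48, 1230 to 2433 at 72, 52 to 116 at 96, 30 to 50 at 120 and 8 to 30 at 240. In old it gave 1908 to 3683, 692 to 1705, 208 to 1099, 87 to 762 and 4 to 28, and for the interaction 144 to 619.

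The mean proliferation difference of -0.02 had no steady sign: 0.045 with mitosis genes, 0.25 in libraries with Y-linked transcripts, and -0.12 to 0.10 with 1 library left out. The rise over before was 1.46 to 1.73 in young, past the threshold in all but 6 of 18 such fits, and 1.26 to 1.72 in old, past it in all but 1 of 18. In libraries with Y-linked transcripts it was 1.78 and 1.24, where the threshold cannot be passed with a single library before. In the others it was 1.54, not past the threshold, and 1.61, past it. The change of the difference over time was 0.97 with replication genes, 2.04 with mitosis genes and 1.25 to 1.72 with 1 library left out. It was 1.56 in libraries with Y-linked transcripts, where 1 library per group allows no p under 0.0625.

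In libraries without Y-linked transcripts, proliferation over 6 time points was -0.17, macrophages and monocytes -0.053, interferon response -0.39, hepatocyte function -0.19 and endothelium -0.14. With them, hepatocyte function was -0.27, endothelium -0.088, interferon response 0.99 and macrophages and monocytes 0.41. Whether the age difference itself differs between the parts was not tested. Total-count scaling gave endothelium -0.11 (permutation, adjusted p 0.101). With 1 library left out, endothelium was -0.14 to -0.10, hepatocyte function -0.25 to -0.17 (calls lost in 28 and 8 fits, counting 5 other alternatives), interferon response -0.059 to 0.14, macrophages and monocytes 0.05 to 0.14 and proliferation -0.079 to 0.11. The baseline genes gave 0.74 to 1.56, and 1.17 in libraries with Y-linked transcripts, where the exact permutation p of 0.0625 is the smallest possible. Of 480 values of named genes under other alternatives, 444 kept their side of the threshold, 32 became weaker, 4 stronger and 0 reversed. With 1 library left out, 673 of 738 kept it, 57 were weaker, 8 stronger and 0 reversed. Depth limits genes near the floor of 0.50 to 1.29 CPM. Only a lower bound of the fold is given where all libraries of a group are at or under 3 counts, and estimates for genes with single libraries just above it, such as Olfr697, Ttc39aos1 and Igdcc4, are imprecise.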

Other observations

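All tests in this part except the counts of splits and the fit of 6 libraries were chosen only after the result was seen.

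For each comparison of 3 against 3 libraries, the real split was set against the 4 splits, itself included, that part as many same-numbered pairs. In such a design no share under 0.05 can be reached. The real split was the 1 of 4 with as many genes in old against young before, at 48, at 96 and at 240, and in all 10 comparisons of a later time point with before. At 72 and 120, where the count was 0 (653 and 1321 genes at an unadjusted p under 0.05), 4 of 4 gave as many, which a count of 0 fixes in advance, and a split that mixed the ages at 72 called 7 genes. Among the other splits, old against young at 48 reached 109 genes. The 6 splits that part fewer pairs reached 417 genes for old 48 against before. For old against young over all time points, 1 of 100 splits gave as many genes, the real one.

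The split by Y-linked transcripts is what animals of both sexes would give. Xist, which was not used to find the split, was at most 3.12 CPM in the 12 libraries with these transcripts and at least 2570 CPM in the others. The score of male-biased minus female-biased liver genes was at least 2.46 in the former and at most -1.51 in the latter. The number of libraries with both Xist and Y-linked transcripts above 10 CPM was 0, which goes against mixed samples. The labels used here give no sex. Of 6 series of an age and a replicate number over time, 5 held libraries of both kinds, so a number is unlikely to mark 1 animal followed over time. In 6 of 18 same-numbered pairs of old and young, the libraries differed in this state.

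Old 48 replicate 2 stood apart from the other libraries. Over the 13436 genes tested, its highest correlation with another library was 0.913, against at least 0.956 for the others, and its hepatocyte function score was 8.72 against at least 9.33. Its total count ranked 7 from the largest, and near-silent genes had a correlation of -0.005 with exon length, so neither depth nor background reads explained it. Its mean correlation was highest with its own group (0.904, next 0.880 for old at 120), which goes against a mislabelled sample. Its endothelium score of 4.90 and macrophage score of 3.93 lay within the range of the others. Its interferon response score of 3.08 was the lowest of all libraries, the next being 3.63. No cause was found, and the state of this animal or its tissue was not tested.

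The calls at 48 between the ages were 1505 in the shared fit and 1 in the fit of 6 libraries. Without old 48 replicate 1 the latter gave 0 (1892 at an unadjusted p under 0.05), without replicate 2 it gave 443 and without replicate 3 it gave 303. The biological coefficient of variation was 40.7% in old mice at 48, against 24.7% in the shared fit, so the shared fit understated the spread of this group. That spread may limit the smaller fit as well. The counts cannot tell which library is the cause.

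Old before replicate 1 had 1700 genes at a count of 0, against a median of 5893 and at least 3646 in the others. Across near-silent genes, its counts had a rank correlation of 0.454 with exon length (median 0.038 and at most 0.276 in the others). Olfactory and vomeronasal receptor genes reached 267.7 CPM (median 64.5 and at most 142.6 in the others). The extremes of the others all came from young before replicate 3, so the pattern was graded between libraries. The remaining points concern old before replicate 1. Its total count ranked 20, so depth does not explain it. The values are consistent with reads that follow exon length rather than expression, such as genomic DNA, although the DNA itself was not tested.

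Transcripts of 10 pancreatic genes summed to 528 CPM in old 120 replicate 3 and 260 CPM in young 96 replicate 1, against at most 8.45 CPM in the other 34 libraries. RNA from pancreas could be the source. The gene list was written after the pattern was noticed, so the test cannot decide this.

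The young response at 48 was closer to the old response at 72 than to that at 48, by 0.193 in correlation across genes. Without old 48 replicate 2 the difference was 0.115, without replicate 1 0.236 and without replicate 3 0.332. A later response in old liver is a candidate explanation, but part of the difference went with a single library, and noise in the old libraries at 48 lowers their correlation as well, so these cannot be told apart.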
